A study of Escherichia coli with 35 samples.

How the data were processed

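Cultures of Escherichia coli BW25113, a K-12 laboratory strain, and of 10 single-gene deletion strains derived from it were grown in triplicate to an optical density of about 0.6, per the labels' protocols. Each deletion removes an enzyme that modifies RNA. Small RNA was extracted and made into libraries by AQRNA-seq, a small-RNA library method, per the labels. The labels gave 33 strain libraries in 11 strains of 3 replicates (A, B and C) and 2 further libraries named pulldown 1 and pulldown 2, for which no strain was given. The pulldown libraries entered no comparison. A library whose title reads del(dubB) replicate C was taken as replicate C of del(dusB), because the design names 10 deletion strains in triplicate and no other strain lacked that replicate.

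The deposited files hold 1 line per read, with the reference tRNA the read was assigned to, the first and last reference position of its alignment, an E-value and a bit score, per the file headers. The bit score was deposited by the authors as their aligner gave it and was not used for any test here. The aligner, its version, the reference sequences and the filters are not stated in the headers or labels, and read sequences were not analysed here. No read identifier occurred on more than 1 line of a file, so each read counted once. The names of the deposited files carry the words culled and nodupe, which no header or label explains. Whether the authors removed duplicate reads or part of the alignments is therefore unknown, and the tallies and shares are of the reads that remained. The references numbered 50 tRNAs of 71 to 95 nt, the length being the last position any read reached. Several are near-identical pairs (tRNA-Leu-CAG, tRNA-Tyr-GTA, tRNA-Phe-GAA, tRNA-Thr-GGT, tRNA-Val-GAC and tRNA-fMet-CAT), and how the authors shared reads within a pair is not stated, so values of single members are uncertain. Genome coordinates were not used, because positions in the files are counted along each tRNA from its 5' end.

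Reads were tallied per tRNA and library with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Because the files hold no count column, abundance was tested with limma 3.58.1 (voom) in R 4.3.3, on the log2 scale with 0.5 added to each tally. Reads were scaled to each library's total of assigned reads. tRNAs with at least 10 reads in at least 3 libraries were kept, which all 50 were. All 33 libraries were fitted together as 11 groups with no covariates, each deletion strain was contrasted with wild type, and an F-test covered all 10 contrasts at once. P-values were two-sided and adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05.

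Read termination was taken from the 5' end of each alignment, since cDNA synthesis runs from the RNA's 3' end and can stop at a modified base. Termination at a position was the share of reads whose alignment began 1 nt downstream of it among the reads that covered that downstream nucleotide. A local alignment can also be clipped at a mismatch, which the files cannot separate from a true stop. For the test, log((stopped + 0.5)/(passed + 0.5)) was fitted with limma over the 32 strain libraries of at least 50000 reads, which left out replicate B of del(mnmG). Sites needed at least 50 reads in every library used and a mean termination of at least 1% in some strain, and 1661 sites passed.

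The target position of each enzyme was fixed, with its tRNAs, before the data were examined. Without tRNA sequences, standard positions had to be placed by length, a rule set after the reference lengths were seen. Positions 8, 13 and 17 were counted from the 5' end. In references of up to 77 nt the anticodon-arm positions were counted back from the 3' end of a 76-nt tRNA, and in references of 85 nt or more 1 was added to the standard number. The window was the target position and 1 position on each side. Lists given as all tRNAs with a uridine at a position were taken as all tRNAs of at least 74 nt. Window values were means over the tRNAs with at least 50 reads reaching the window in each of the 33 libraries. These were compared by exact two-sided permutation tests of 3 against 3 libraries, whose smallest p is 0.1. The share of full-length reads, alignments starting within 3 nt of the 5' end, was tested by permuting the 33 libraries 100000 times. Similarity of the strains' changes was the median Pearson r over 45 pairs of strains, set beside 1000 data sets of unchanged strains whose deviations were redrawn from the pooled within-strain deviations. Intervals are 95% Wilson intervals and cover counting error only, since reads from PCR are not independent molecules.

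The rule for naming RNAs and sites was also set in advance. For each strain it took up to 3 RNAs and 2 sites with the largest absolute change among those past the threshold whose libraries all lay outside the wild-type range. It also took the preset target tRNAs, the 5 most abundant wild-type tRNAs and the 3 most abundant of each pulldown library.

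The tests were checked on simulated data for the contrast of del(miaA) with wild type. Over the 50 tRNAs, 10 of them changed, 88.5% of changes of 1 log2 unit and 32.5% of changes of 0.5 were recovered, with 6.88% and 6.83% false calls. The simulated spread of abundance was the SD of deviations from the fitted group means, not corrected for that fitting. It was therefore somewhat too small, and the deviations were drawn independently for each tRNA, so the recovered shares may be too high. Over the 1661 sites, 66.4% of 100 changes of 1.5 in log odds were recovered, with 3.52% false calls.

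The 33 libraries held 19599 to 13660778 assigned reads, with a median of 712956. All came from 1 sequencing run on 4 lanes and carried 6 first indices combined with 6 second indices. Of the alignments, 14.5% to 34.1% per strain library were shorter than 20 nt, the shortest being 9 nt. The first index could not be separated from strain for 5 of the 10 contrasts, because del(trmJ), del(miaA), del(dusB), del(mnmG) and del(truA) shared none of their 3 first indices with wild type. The second index could not be separated from strain for 9 of the 10, because each strain carried 1 second index and only del(trmJ) had that of wild type. All 10 contrasts were thus confounded with the first index, the second or both. Each pair of libraries of a strain differed by more than counting noise, with a chi-square of at least 6.81 per degree of freedom over 49. This excludes a plain resequencing of 1 library but not 2 preparations of 1 culture, and the libraries were taken as the replicates their labels give.

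Whether the replicate letters pair the libraries was checked by correlating the deviations of same-letter libraries from their group means. In termination all 3 pairs with wild type had r over 0.1 for del(thiI), del(mnmC), del(mnmA) and del(rlmN), from 0.284 to 0.765. In abundance all 3 did for del(thiI), del(mnmA) and del(rlmN), from 0.336 to 0.734, but for none of the 10 strains once tRNA-Ser-CGA was left out. The letters of these strains, and of del(truD), stand for the same first indices as in wild type. They were taken as pairs for these strains and not for the other 6, and the replicate block stayed an alternative.

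Alternatives were other scalings and filters, pairwise fits, sample quality weights, the replicate letter as a block, each replicate left out, full-length or 3'-anchored reads, sums by anticodon, other coverage minima, windows and distances, and the mean of all strains as reference. Counting only alignments of at least 20 nt, only reads with a library's exact index, or for miaA only 5 of its tRNAs, was chosen after seeing the data.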

Results

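The data comprised 35 small-RNA libraries of E. coli BW25113, of which 33 came from wild type and 10 deletion strains in triplicate. The deleted genes encode tRNA modification enzymes: trmJ (2'-O-methylation at position 32), thiI (4-thiouridine at position 8), miaA (isopentenyladenosine at position 37), mnmC, mnmA and mnmG (wobble uridine at position 34), dusB (dihydrouridine at position 17), truD (pseudouridine at position 13), truA (pseudouridine at positions 38, 39 and 40) and rlmN (2-methyladenosine at position 37). The comparisons asked how the loss of each enzyme altered tRNA abundance and the positions at which cDNA synthesis ended.

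Assigned reads in the 33 libraries totalled 40848211. The shallowest library was del(mnmG) B with 19599 reads and the next was del(trmJ) C with 110837. The deepest was del(mnmA) C with 13660778, and the next was del(mnmA) A with 2359669. In del(mnmG) B, 35.4% of reads (95% Wilson interval 34.7% to 36.1%) had an index other than the library's most common one, against 5.86% to 10.0% in the other 32 strain libraries. In wild type the 5 most abundant tRNAs were tRNA-Arg-ACG with 10.0% ± 0.904 of reads (SD, n = 3), tRNA-Glu-TTC with 6.50% ± 0.106, tRNA-Gly-GCC with 5.57% ± 0.181, tRNA-Asp-GTC with 5.47% ± 0.360 and tRNA-Ile-GAT with 5.05% ± 0.778.

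**Figure D1:**
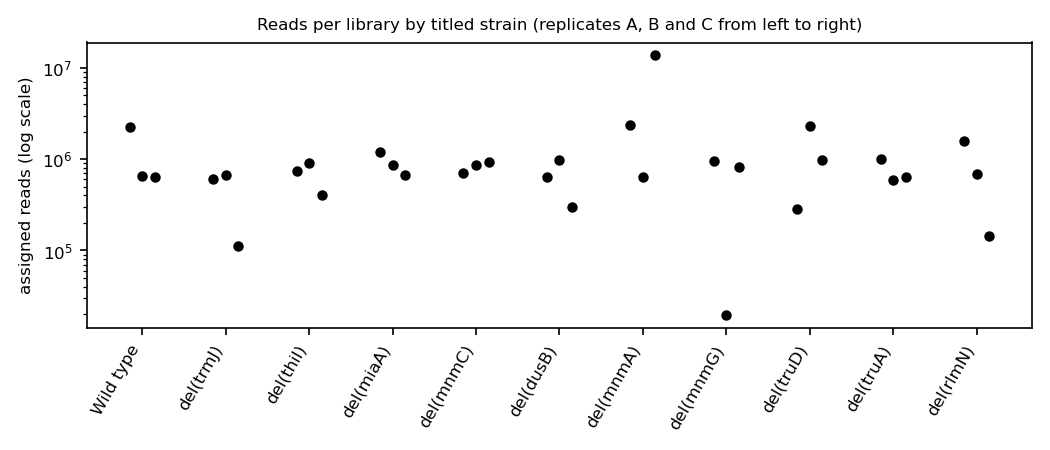
Assigned reads per library on a log axis, by titled strain, with 1 point per replicate. The shallowest point is del(mnmG) B with 19599 reads and the highest is del(mnmA) C with 13660778.

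Termination at each enzyme's target position was examined first, because loss of a modification that stops cDNA synthesis would lower it in the matching strain and so checks the labels. The messenger RNAs of the deleted genes were not measured in these libraries. At position 37 of 8 tRNAs that carry isopentenyladenosine, termination was 97.0% ± 1.04 (SD, n = 3) in the libraries labelled del(miaA) and 91.1% ± 10.1 in those labelled wild type. The difference of 5.87 percentage points was within the wild-type spread (exact permutation p 0.5, Benjamini-Hochberg adjusted over 10 strains 1). None of the 3 libraries labelled del(miaA) lost termination there. The lowest values among all 33 libraries were 32.7% in the library labelled del(truD) B, 36.7% in the library labelled del(mnmC) C and 49.4% in the library labelled del(trmJ) A. Pooled over the 8 tRNAs, 29.4% of 73836 reads terminated in the first of these (95% Wilson interval 29.1% to 29.8%), 12.8% of 89630 in the second (12.6% to 13.04%) and 44.3% of 15750 in the third (43.5% to 45.03%). The other 30 libraries lay between 56.2% and 97.9%. Reads pooled over the 8 tRNAs gave another order. The library labelled del(rlmN) C had the lowest pooled share of all, 2.72% of 47200 reads (2.58% to 2.87%), and del(thiI) C had 46.9% of 65207 (46.6% to 47.3%). tRNA-Ser-CGA, tRNA-Ser-TGA and tRNA-Trp-CCA were low in all 6 libraries of 1 first index described below. Over the 5 other tRNAs, a set chosen after the values were seen, the means were 29.0% in del(truD) B, 47.8% in del(trmJ) A and 50.3% in del(mnmC) C, and 88.7% to 99.4% in the other 30. Of these 5, tRNA-Leu-CAA (75.6%) and tRNA-Leu-TAA (83.0%) were also lower in del(rlmN) C, which carries that index. The pooled shares over these 5 tRNAs were 27.3% (26.8% to 27.8%), 44.7% (43.6% to 45.8%) and 45.4% (44.6% to 46.2%) in the same 3, and 88.3% (86.04% to 90.2%) in del(rlmN) C. The position 37 values therefore went against the titles, and each library is named below by its title only, as the library labelled so.

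At position 34 of tRNA-Glu-TTC and tRNA-Gln-TTG, the window for mnmA, termination was 51.5% ± 16.6 (SD, n = 3) in the libraries labelled del(mnmA) and 47.6% ± 2.59 in those labelled wild type, with exact permutation p 1. The 3 lowest values were 9.87% in del(truA) B, 13.7% in del(thiI) A and 19.2% in del(dusB) C, all by title. For mnmG and mnmC the window added tRNA-Gly-TCC. It gave 34.5% ± 6.43 (SD, n = 3) in libraries labelled del(mnmG), 34.1% ± 5.49 in libraries labelled del(mnmC) and 34.8% ± 2.14 in wild type, with exact permutation p 1 for both. At position 8 of 4 tRNAs (tRNA-Ala-TGC, tRNA-Asp-GTC, tRNA-Glu-TTC and tRNA-Pro-TGG), libraries labelled del(thiI) gave 35.9% ± 5.14 (SD, n = 3) and wild type 32.4% ± 6.56, with exact permutation p 0.7.

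The windows for truD, truA and rlmN gave the smallest p that 3 against 3 libraries allow. At position 13 of tRNA-Glu-TTC termination was 17.5% ± 2.32 (SD, n = 3) in libraries labelled del(truD) and 35.4% ± 2.93 in wild type. The window around positions 38 to 40 runs from 37 to 41. It takes in stops at position 37, as of tRNA-Trp-CCA, with 93.6% in wild type A here and 95.5% in the miaA window. Over the 31 tRNAs of the truA window termination was 42.2% ± 2.69 in libraries labelled del(truA) and 48.9% ± 2.99 in wild type. At position 37 of 5 tRNAs it was 18.6% ± 6.11 in libraries labelled del(rlmN) and 34.2% ± 4.10 in wild type. In each case all 3 strain libraries lay below all 3 wild-type libraries, and 1 of the 10 splits of 6 libraries separates them by chance (two-sided exact permutation p 0.1, adjusted 0.333). None of the 3 differences was the largest of its window over the 10 strains. The difference of -17.9 points for truD ranked 2 and lay inside the range of -21.8 to -0.594 points in the other 9 strains. That of -6.69 points for truA ranked 2, and that of -15.6 points for rlmN ranked 3. At position 13 of tRNA-Glu-TTC the libraries fell into a lower and a higher set, drawn after the values were seen. The lower set held all libraries labelled del(truD) and del(miaA) (17.4%, 10.1% and 13.4% in the latter). It also held del(mnmC) A and B, del(dusB) A and B, del(trmJ) B, del(mnmA) C, del(mnmG) B, and del(rlmN) A and C. All others, wild type included, lay at 29.1% or more. The low level was thus not particular to del(truD). At tRNA-Gln-CTG in the rlmN window, libraries labelled del(rlmN) gave 31.2%, 42.4% and 12.2%, and wild type 53.1%, 63.7% and 65.9%. Those labelled del(mnmG) gave 20.5%, 33.1% and 23.5%, and those labelled del(miaA) 75.3%, 56.9% and 58.1%. A low level there was thus not particular to del(rlmN). In the remaining windows, libraries labelled del(trmJ) differed from wild type by 2.58 points over tRNA-Gln-CTG and tRNA-Gln-TTG (exact permutation p 0.3). Those labelled del(dusB) differed by 8.60 points over 10 tRNAs at position 17 (exact permutation p 0.9), with an SD of 17.4 within the strain. Narrowing the truD window to the position alone moved its difference to -22.0 points, and widening it to 2 positions on each side moved it to -10.6 points.

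**Figure D2:**
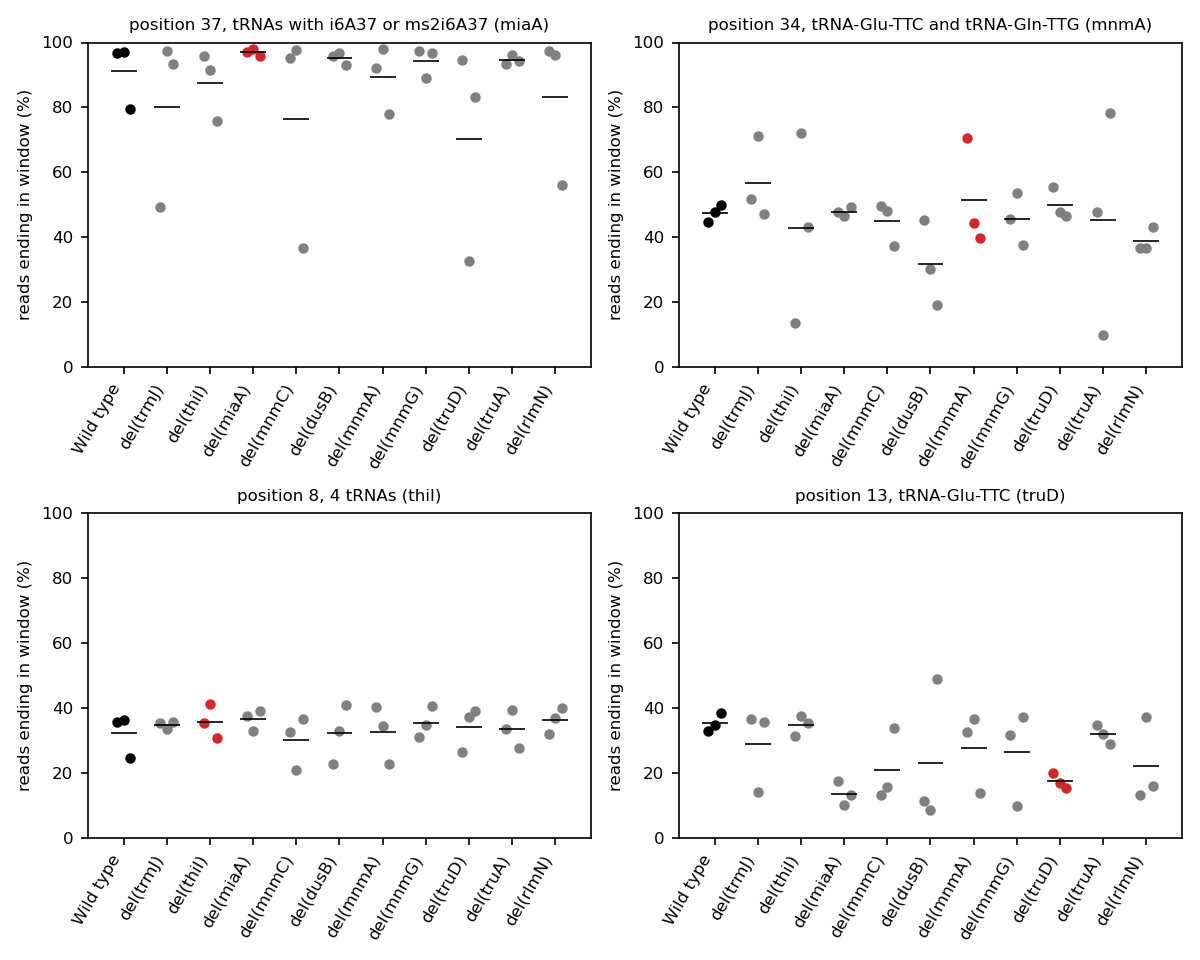
Share of reads ending in the target window (percent, mean over the window's tRNAs) in each of the 33 libraries, by titled strain, for the windows of miaA, mnmA, thiI and truD. Points are replicates A, B and C from left to right, lines are means, black points are wild type and red points are the strain titled for that enzyme; in the miaA panel the lowest points, 32.7%, 36.7% and 49.4%, are titled del(truD), del(mnmC) and del(trmJ), and the red points lie at 95.9% to 97.9%.

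tRNA abundance in each set of libraries labelled as a deletion strain was then compared with wild type. None of the 50 tRNAs passed an adjusted p of 0.05 in any of the 10 contrasts by limma voom. At an unadjusted p under 0.05 the calls numbered 9 for del(rlmN), 8 for del(truA), 7 for del(truD), 3 for del(dusB), 1 each for del(trmJ) and del(miaA), and 0 for del(thiI), del(mnmC), del(mnmA) and del(mnmG). The median absolute log2 fold change ranged from 0.08 for del(mnmG) to 0.25 for del(dusB), beside a median standard error of 0.25 and 0.24. The smallest adjusted p was 0.0798, for tRNA-Phe-GAA-1-1 in libraries labelled del(truA), which fell by 0.88 on the log2 scale (SE 0.27). It was chosen here after its value was seen. The alternative that moved these counts most was the use of sample quality weights, which called 9 tRNAs for del(truA). The F-test over the 11 strains also called 0 tRNAs, with 6 at an unadjusted p under 0.05. In data simulated for the del(miaA) contrast, 88.5% of changes of 1 log2 unit and 32.5% of changes of 0.5 were recovered. The simulated spread was somewhat too small, so these shares may be too high.

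The spread was enlarged for tRNA-Ser-CGA, which made up 3.12% to 20.3% of reads in the 6 libraries carrying one of the first indices and 0.272% to 0.647% in the other 27. These 6 were the C replicates labelled wild type, del(thiI), del(mnmC), del(mnmA), del(truD) and del(rlmN). These libraries also had low values at 3 of the 8 tRNAs of the position 37 window above. At tRNA-Ser-CGA, tRNA-Ser-TGA and tRNA-Trp-CCA, termination was 3.61%, 77.1% and 61.0% in wild type C, 1.40%, 60.8% and 49.7% in del(thiI) C, and 0.0598%, 3.38% and 2.18% in del(rlmN) C. The library labelled del(mnmC) C, 1 of the 3 with the lowest window means, carried the same index.

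Termination was next compared at all 1661 sites. By limma, 18 sites passed in libraries labelled del(truD), 4 each in del(dusB) and del(rlmN), 1 in del(miaA), and 0 in the other 6 strains, where 11 to 75 sites had an unadjusted p under 0.05. All called sites had less termination than wild type. Comparing each strain with wild type alone moved these counts most, to 215 sites for del(miaA) and 89 for del(truD). With the replicate letter as a block the del(truD) count fell from 18 to 4. The lower set at position 13 of tRNA-Glu-TTC held every del(miaA) and del(truD) library, del(dusB) A and B, and del(rlmN) A and C. It held no wild-type library. Whether the called sites follow that set was not tested.

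The sites with the largest changes for del(truD) were position 42 of tRNA-Leu-GAG-1-1 and position 29 of tRNA-Leu-CAG-1-1. At the first, termination was 1.25% ± 0.875 (SD, n = 3) in libraries labelled del(truD) and 24.9% ± 1.15 in wild type, a change in log odds of -3.45 (SE 0.785, limma adjusted p 0.0465). At the second it was 1.01% ± 0.181 against 17.4% ± 0.669, a change of -3.03 (SE 0.751, limma adjusted p 0.0465). For del(dusB) the 2 sites were position 26 of tRNA-Asp-GTC-1-1, with 1.41% ± 0.874 against 11.4% ± 1.45 (change -2.36, SE 0.407, limma adjusted p 0.00667), and position 35 of tRNA-Leu-CAG-1-1, with 5.32% ± 1.44 against 27.6% ± 1.74 (change -1.94, SE 0.408, limma adjusted p 0.0346). For del(rlmN) they were position 48 of tRNA-Arg-CCG-1-1, with 28.1% ± 11.9 against 64.1% ± 5.68 (change -1.59, SE 0.294, limma adjusted p 0.0239), and position 38 of tRNA-fMet-CAT-1-1, with 1.57% ± 0.319 against 5.44% ± 0.997 (change -1.21, SE 0.256, limma adjusted p 0.0342). The single site for del(miaA) was position 25 of tRNA-Val-TAC-1-1, with 1.59% ± 0.0807 against 7.003% ± 1.32 (change -1.52, SE 0.291, limma adjusted p 0.0364). The site was also called for del(dusB) and del(truD). Position 26 of tRNA-Asp-GTC-1-1, position 35 of tRNA-Leu-CAG-1-1 and position 48 of tRNA-Arg-CCG-1-1 were also called for del(truD). At each of these 7 sites the range of the 26 libraries of the other 9 deletion strains overlapped that of the 3 titled libraries and that of wild type, although at 2 sites none fell to the titled mean. At position 42 of tRNA-Leu-GAG-1-1, 1 of these 2, they ran from 1.28% to 32.4% and the titled libraries from 0.240% to 1.82%, so the level was not particular to the titled strain. The reads reaching the 7 sites numbered 78 to 240262 per library.

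Leaving out 1 library changed these counts. Without the library labelled del(rlmN) B the del(rlmN) count rose from 4 to 104 sites. Without del(truD) B the del(truD) count was 4, and without any other single library of that contrast it was 0. The site for del(miaA) was lost when any of the 6 libraries was left out. The F-test over all strains called 12 sites.

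The share of reads reaching within 3 nt of the 5' end ranged from 0.796% in the library labelled del(truD) A to 6.77% in one labelled del(miaA). It did not differ among the 11 titled strains beyond the spread within them (permutation p 0.559, 28.7% of the variance between strains). The means ran from 2.89% ± 0.407 (SD, n = 3) in del(trmJ) to 5.66% ± 0.344 in del(truA), with 3.17% ± 0.817 in wild type.

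The abundance changes of the deletion strains against their shared wild-type libraries had a median Pearson r of 0.359 over 45 pairs of strains, across 50 tRNAs that are not independent replicates. Unchanged strains simulated with the same design gave a median of 0.499, with 95% of simulations between 0.164 and 0.878. The observed similarity was thus within what a shared reference gives by itself.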

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

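All tests in this part were chosen after the values were seen. Pulldown 1 held 193632 reads and pulldown 2 held 49206, and neither entered a comparison. In pulldown 1, 13 tRNAs exceeded the range of the 33 strain libraries, and in pulldown 2, 17 did. Among the 3 most abundant tRNAs of each, which the naming rule takes, there were 3. They were tRNA-Lys-TTT-1-1 in pulldown 1, with 6.90% of reads (95% Wilson interval 6.78% to 7.01%) against 3.01% to 6.02%, and in pulldown 2 tRNA-Gln-CTG-1-1, with 6.33% (6.12% to 6.55%) against 1.57% to 3.64%, and tRNA-Cys-GCA-1-1, with 5.64% (5.44% to 5.85%) against 1.61% to 5.01%. The others among the top 3 were tRNA-Glu-TTC-1-1 at 5.72% and tRNA-Gly-GCC-1-1 at 5.35% in pulldown 1, and tRNA-Ser-TGA-1-1 at 6.75% in pulldown 2, all within the strain libraries' range.

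Alignments under 20 nt made up 57.4% of pulldown 1 and 65.0% of pulldown 2, against at most 34.1% in a strain library. Counting only longer alignments, tRNA-Lys-TTT-1-1 fell to 3.09% in pulldown 1 and tRNA-Cys-GCA-1-1 to 1.74% in pulldown 2, both within the strain libraries' range by the same count, so alignments under 20 nt are a candidate explanation for these 2. tRNA-Gln-CTG-1-1 stayed at 4.21% (95% Wilson interval 3.92% to 4.52%) against at most 3.90%, so short alignments do not account for all of its excess. Across all 50 tRNAs, 17 in pulldown 1 and 15 in pulldown 2 exceeded the strain libraries in the longer alignments, so the excess was not confined to short ones.

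Larger excesses lay outside the naming rule and were chosen after their values were seen. tRNA-Thr-CGT-2-1 was 19.9 times its median over the strain libraries in pulldown 1 and 19.6 times in pulldown 2, at 0.353% and 0.348% of reads. tRNA-SeC-TCA-1-1 was 9.24 and 10.8 times its median, at 3.29% and 3.85%. In the longer alignments tRNA-Thr-CGT-2-1 fell to 0.00606% and 0.0581%, against at most 0.00265% in a strain library. tRNA-SeC-TCA-1-1 fell to 0.319% and 0.512%, against at most 0.293%. The 95% Wilson intervals in pulldown 1 were 0.00259% to 0.0142%, from 5 reads, and 0.282% to 0.359%, so both covered those maxima. In pulldown 2 they were 0.0316% to 0.107%, from 10 reads, and 0.415% to 0.630%, above the maxima. tRNA-Ser-GGA-1-1 in pulldown 2 rose in the longer alignments, from 5.64% to 9.86% (95% Wilson interval 9.43% to 10.3%), against at most 2.97%. What was pulled down is not stated in the labels, and no biological explanation was tested.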

How the results depend on the processing

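The settings of alignments of at least 20 nt, of exact index matches and of 5 miaA tRNAs were chosen after seeing the data; the other settings were fixed before the data were examined. Abundance counts stayed at 0 under no filter, a minimum of 100 reads in every library, full-length reads, sums by anticodon, exact index matches, the longer alignments and the omission of del(mnmG) B. TMM scaling called 2 tRNAs for del(truD) and 2 for del(rlmN). Median-of-ratios scaling called 2 for del(truA), quality weights 9 and the fit to wild type and the strain 8. Against total scaling, TMM moved the median log2 fold change of all tRNAs by 0.15 in del(rlmN) and median-of-ratios scaling by 0.11. With each library left out the counts ran from 0 to 7 for del(rlmN), the 7 arising without its replicate B, from 0 to 1 for del(truA), and were 0 for the other 8. The F-test called 1 tRNA under median-of-ratios scaling and 1 with the longer alignments. The cause of these shifts was not tested.

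Site counts moved more. At least 200 reads gave 0 for del(miaA), 2 for del(dusB), 0 for del(rlmN) and 7 in the F-test, over 950 sites. At least 20 reads gave 0 for del(miaA) and 4 for del(truD). A minimum share of 5% gave 2 for del(miaA) and 40 for del(truD), over 625 sites. 3'-anchored reads gave 2 for del(miaA) and 1 for del(rlmN), and in del(truD) 27. The longer alignments gave 28 for del(truD), 2 for del(rlmN) and 24 in the F-test. Fits to wild type and the strain alone gave 215 for del(miaA), 89 for del(truD), 1 each for del(thiI), del(mnmA) and del(truA), and 0 for del(rlmN). With each library left out the counts ran from 0 to 6 for del(dusB), 0 to 104 for del(rlmN), 0 to 4 for del(truD), and were 0 for del(miaA) and the other 6 strains. The cause was not tested. The 7 named sites kept their sign in all alternatives that tested them, and passed the threshold in 4 to 10 of the 12 to 14 run for each.

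The replicate letters paired the libraries of del(thiI), del(mnmC), del(mnmA) and del(rlmN) with wild type and not those of the other 6 strains. Over all strains, same-letter libraries correlated with r from -0.469 to 0.734 in abundance (median 0.123 over 30 pairs) and from -0.0813 to 0.765 in termination. With the replicate block the abundance counts were 0 in all 10 contrasts and in the F-test, and the site counts were 0 for del(miaA), 2 for del(dusB), 4 for del(truD), 4 for del(rlmN), 0 for the other 6 strains and 10 in the F-test. It changed no count of the 4 paired strains. For del(miaA) and del(dusB) the counts fell, but their letters did not pair the libraries. In del(truD) the letters stand for the wild-type first indices, and r in termination was 0.0220, 0.235 and 0.416 for A, B and C. Its count fell from 18 to 4 sites, so the 18 depended on leaving out this block.

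For the target windows, the position alone gave -22.0 points for del(truD) and -3.47 for del(truA), and 2 positions on each side gave -10.6 for del(truD). The other window differences moved by less than the replicate SD, also with the longer alignments. The 5 miaA tRNAs not low in all libraries of 1 first index, a set chosen after seeing the data, gave -0.317 points for del(miaA). Leaving out each library gave -19.2 to -16.3 points for del(truD), -8.24 to -4.97 for del(truA), -18.8 to -12.7 for del(rlmN), -1.40 to 14.4 for del(dusB), -5.56 to 9.88 for del(mnmA), -2.51 to 2.48 for del(mnmC), -3.53 to 2.89 for del(mnmG), -0.256 to 5.99 for del(thiI), 1.08 to 3.59 for del(trmJ) and 0.0426 to 8.87 for del(miaA). The permutation p for full-length reads was 0.579 at 0 nt, 0.417 at 10 nt and 0.574 without del(mnmG) B. The median r of abundance changes was -0.0322 with the mean of all strains as reference, where unchanged strains gave -0.108 (-0.249 to 0.0234), 0.359 under both other scalings, which cannot move it because they shift all tRNAs of a library alike, and 0.456 with the longer alignments.

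Not run were DESeq2, since the design fixed in advance kept count tools for files with a count column, although tallies of reads are counts, a mismatch filter, since the files give no mismatches, and a tRNA-only total, since all references are tRNAs. Depth also limits the results: the library of 19599 reads was left out of the site tests, and the window values carried Wilson intervals up to 15.9 points wide, in del(rlmN) C.

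Chance was weighed by regrouping. For the F-test over sites, 6 of 100 groupings gave 12 or more sites, so chance was not excluded. Of the 10 splits of the 6 libraries, only 1, the titled one, gave as many sites for del(miaA), del(dusB), del(truD) and del(rlmN). With 10 splits chance cannot be excluded for a single strain. A count of 0 is reached by any grouping, as in 100 of 100 for the abundance F-test and 10 of 10 for the abundance counts and the other site counts, so regrouping says nothing about these.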

Other observations

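The tests in this part were chosen after the results were seen. Library names in the labels carry consecutive numbers, and titles run along them strain by strain, with wild type on numbers 1 to 3 and del(rlmN) on 31 to 33. The 3 libraries with the lowest position 37 termination over the miaA tRNAs, titled del(trmJ) A, del(mnmC) C and del(truD) B, have numbers 4, 15 and 26, which are 11 apart, and miaA is the fourth of the 11 strains in the order of the titles.

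A candidate explanation is that the libraries were numbered replicate by replicate while the titles were assigned strain by strain, so that titles and libraries are out of order. It was tested on all 10 target windows by taking the 3 numbers that this order would give each strain. For miaA this triple was the most extreme of the 5456 possible triples of the 33 libraries, and for mnmA too (share 0.000183 for each). For thiI 10 triples were as extreme (0.00183), and for mnmG 23 (0.00422). After Benjamini-Hochberg adjustment over 10 windows these shares were 0.000916, 0.000916, 0.00611 and 0.0105. The direction was lower termination for miaA, mnmA and thiI and higher for mnmG, where 3 of 3 libraries gave 51.0%, 50.7% and 55.6%. The other 6 windows had shares of 0.181 to 0.904, and the titled triples had shares of 0.159 to 0.989 in all 10. The 4 windows had been looked at before this test, so it cannot stand as independent evidence.

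The same order was tried in the F-tests. Grouped by library number modulo 11, 4 tRNAs differed in abundance, against 0 by title and at most 4 in 99 random groupings, 1 of which reached 4. Outside the windows already seen, 19 sites differed, against 12 by title and up to 66 in random groupings, 5 of which gave as many. As many tRNAs arose in only 1 of the 99 random groupings, so that count, the only planned test here, goes with titles out of order. The site count was reached by 5 random groupings. Neither count exceeded all random groupings, so these tests do not settle whether titles are out of order. The groups of the report were kept as titled.

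Other explanations for the loss at position 37 were weighed. Weaker termination at every modified base is argued against by position 48 of tRNA-Arg-ACG, where the 3 libraries terminated at 97.0% or more, within the 95.8% to 99.1% of the other 30. Short spurious alignments are argued against because with alignments of at least 20 nt the 3 libraries reached at most 49.8%, below the 59.8% or more of the others. Reads that go with 1 first index are argued against as the whole source, because over the 5 tRNAs not low in all libraries of that index the 3 libraries reached at most 50.3%, below the 88.7% or more of the others, and 2 of the 3 carry other indices. Low depth is argued against because the 3 libraries had at least 607664 reads and 7 others had fewer. A biological loss of the modification in cultures titled for other deletions was not tested.

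tRNA-Ser-CGA was high in 6 libraries, and the 6 with the highest shares were the 6 that carry one first index. In them 77.5% to 93.1% of its alignments began at position 27, against at most 4.84% elsewhere. Very short alignments made from the index are argued against, because with alignments of at least 20 nt the median share was 21.8 times that in the other 27, against 9.87 times in all alignments. A molecule that goes with this index may be the source, and all 6 of 6 libraries showed it. No biological explanation was tested.

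Termination at position 25 of tRNA-Lys-TTT ranged from 0% to 24.5% over the 33 libraries, with 21.9% to 23.1% in the 3 titled wild type and 2.33% to 3.12% in the 3 titled del(miaA). Sequencing depth is argued against as the cause, since the 16 libraries above the median depth spanned 1.81% to 22.3% and the other 17 spanned 0% to 24.5% (permutation p 0.937). A step between early and late library numbers is argued against in the same way. Numbers 1 to 17 spanned 1.66% to 24.5% and the rest 0% to 22.3% (permutation p 0.509). This split cannot test runs or a repeating order along the numbers. Numbers 1 to 4 lay at 21.9% to 24.5% and numbers 10 to 14 at 2.33% to 3.69%, so library number stays open. The titled strain stays open for some strains, but libraries of 1 title also fell on both sides, as in del(mnmA) with 14.4%, 18.3% and 2.18%. The libraries at 0% to 4.35% here were those of the lower set at position 13 of tRNA-Glu-TTC. Those at 8.96% or more were its higher set. The difference in the truD window was therefore not separated from this division of the libraries. Position 36 of tRNA-Gln-CTG had a median of 52.5% in libraries 1 to 18 and 15.01% in libraries 19 to 33. Both sets spanned wide ranges, 19.4% to 64.6% and 6.11% to 70.5%. The library titled del(truD) A had the highest value of all 33, 70.5%, beside 9.55% and 22.6% in the other 2 of that title, and del(dusB) A had 19.4% beside 53.5% and 64.6%. The division between numbers 18 and 19 was drawn after the values were seen, so no test was made of it. The second index and the strain also change there, and these were not separated. Position 36 of tRNA-Gln-CTG lies in the rlmN window. The difference of del(rlmN), on the last library numbers, from wild type, on the first, was therefore not separated from library number either.

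The library titled del(mnmG) B had few reads and many index mismatches. Reads from other libraries through index errors may contribute. Its termination profile over 724 sites was nearest to del(miaA) B (Pearson r 0.898 across sites, which are not independent), and the deepest library, del(mnmA) C, ranked 20 of 32, which argues against that library as the main source and leaves other libraries open.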
